# Differential Gene Expression from Microarray Analysis Distinguishes Woven and Lamellar Bone Formation in the Rat Ulna following Mechanical Loading

**DOI:** 10.1371/journal.pone.0029328

**Published:** 2011-12-22

**Authors:** Jennifer A. McKenzie, Elise C. Bixby, Matthew J. Silva

## Abstract

Formation of woven and lamellar bone in the adult skeleton can be induced through mechanical loading. Although much is known about the morphological appearance and structural properties of the newly formed bone, the molecular responses to loading are still not well understood. The objective of our study was to use a microarray to distinguish the molecular responses between woven and lamellar bone formation induced through mechanical loading. Rat forelimb loading was completed in a single bout to induce the formation of woven bone (WBF loading) or lamellar bone (LBF loading). A set of normal (non-loaded) rats were used as controls. Microarrays were performed at three timepoints after loading: 1 hr, 1 day and 3 days. Confirmation of microarray results was done for a select group of genes using quantitative real-time PCR (qRT-PCR). The micorarray identified numerous genes and pathways that were differentially regulated for woven, but not lamellar bone formation. Few changes in gene expression were evident comparing lamellar bone formation to normal controls. A total of 395 genes were differentially expressed between formation of woven and lamellar bone 1 hr after loading, while 5883 and 5974 genes were differentially expressed on days 1 and 3, respectively. Results suggest that not only are the levels of expression different for each type of bone formation, but that distinct pathways are activated only for woven bone formation. A strong early inflammatory response preceded an increase in angiogenic and osteogenic gene expression for woven bone formation. Furthermore, at later timepoints there was evidence of bone resorption after WBF loading. In summary, the vast coverage of the microarray offers a comprehensive characterization of the early differences in expression between woven and lamellar bone formation.

## Introduction

Osteoblasts produce either woven or lamellar bone tissue. Woven bone is characterized by its rapid deposition, random collagen arrangement and low density. By contrast, lamellar bone deposits more slowly, has well aligned collagen and higher density. Although many histological, structural and mechanical aspects that distinguish woven and lamellar bone have been described, the molecular mechanisms that distinguish these two dramatically different bone formation processes are not well understood. A better understanding of these molecular events could be the basis for future developments of novel therapeutics to promote either rapid or sustained bone formation.

Mechanical loading can induce formation of woven or lamellar bone in a controlled manner in the adult skeleton [1]. In particular, rat forelimb loading can be performed in a single bout to induce the formation of woven bone (WBF loading) [2]–[4], or formation of lamellar bone (LBF loading) [5]. WBF loading in the rat ulna stimulated early increases in cell proliferation and angiogenesis prior to woven bone formation [5]–[8]. By contrast, LBF loading did not increase cell proliferation, vessel volume or expression of angiogenic genes at early timepoints prior to lamellar bone formation [5]. However, these prior studies only examined select target genes. Thus, further work is required to broaden our understanding of the overall expression differences that distinguish woven and lamellar bone formation.

A microarray allows simultaneous measurement of the expression levels of thousands of genes [9], whereas more traditional analysis of individual genes using polymerase chain reaction (PCR) is impractical for analysis of a large number of coordinately expressed genes. Whole genome analysis has been used in studies of bone loading [10]–[12], fracture [13]–[16], and intramembranous bone regeneration [17]. However, prior studies have not clearly separated endocortical from periosteal bone formation, single-day from multiple-day loading regimes, or woven from lamellar bone formation.

The objective of our study was to identify gene expression differences between woven and lamellar bone formation. We induced woven and lamellar bone formation using a single bout of mechanical loading in the rat forelimb. WBF loading produces an ulnar stress fracture and subsequent healing through the formation of woven bone [2], [18]. LBF loading does not damage the ulna and induces the formation of lamellar bone [5]. Our focus was on three early timepoints after loading: 1 hr, 1 day and 3 days. A whole genome microarray, followed by validation of select results through qRT-PCR, was used to describe the gene expression profiles that differ between woven and lamellar bone formation.

## Methods

### Ethics Statement

The research described in this study involving animals is in compliance with all applicable Federal regulations and University and sponsoring agency policies and procedures. The study was approved by the Washington University Animal Studies Committee (protocol number 20090252).

### Forelimb Loading

The right forelimbs of adult male rats (Fischer F344, 5 mo., 337±24 g; Harlan) were loaded in axial compression using one of two loading protocols shown previously to active woven or lamellar bone formation [2], [5] (Table 1). Rats were anesthetized (1–3% isoflorane) prior to loading. The forelimb was positioned between two loading fixtures on a servohydraulic testing machine (Instron 1331) and a 0.3 N compressive preload was applied (Figure 1A). Two distinct loading protocols were used to stimulate formation of woven or lamellar bone at the ulnar mid-shaft. The first loading protocol, WBF loading, is a fatigue protocol that been shown to reduce ulnar strength and stiffness by over 50% [18] and induce abundant woven bone formation within 7 days [2]. Woven bone forms where loading-induced surface strains are highest (at the midshaft of the ulna), while increased lamellar bone forms at sites with lower strain levels. WBF loading applies a cyclic, haversine (2 Hz) waveform to the right forelimbs in a single bout (18 N peak force) until a prescribed increase in displacement (1.3 mm, 65% of fracture). The second loading protocol, LBF loading, does not reduce ulnar strength or stiffness after loading, and induces a significant increase in lamellar bone formation with no woven bone; for example, lamellar bone formation rate (BFR/BS) is increased by 80% at the ulnar mid-shaft in loaded limbs vs. controls [5]. LBF loading applies a trapezoidal waveform to the right forelimb in a single bout (0.5 s triangle load-unload to 15 N, followed by 9.5 s rest; 100 cycles). Both WBF and LBF loading waveforms have a load/unload period of 0.5 s per cycle. Following loading, all rats received analgesia (i.m. 0.05 mg/kg buprenorphine) and were allowed normal cage activity and ad libitum access to food and water.

**Figure 1:**
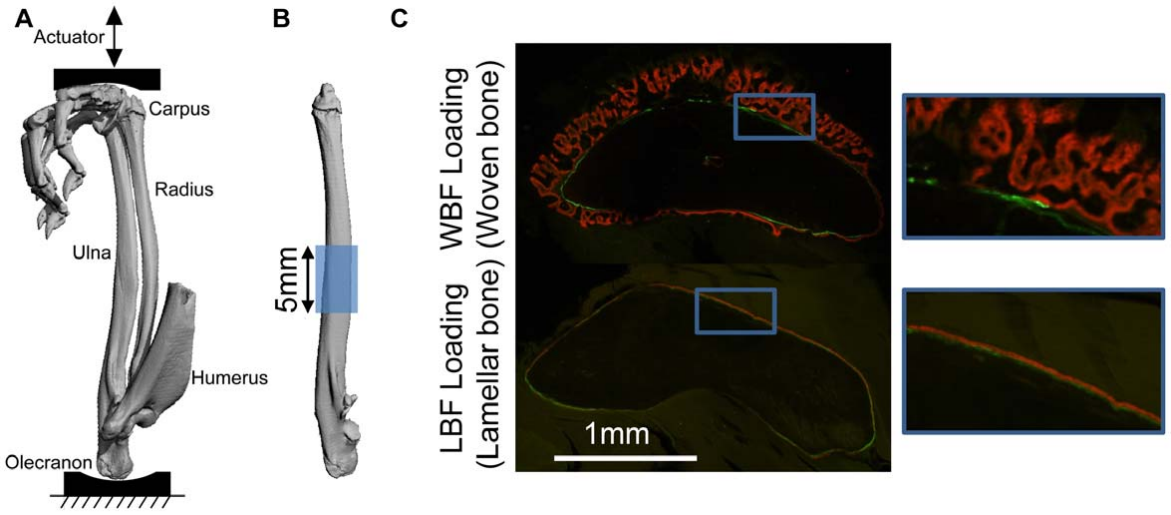
Mechanical loading was applied to the rat forelimb and a central region of the ulna was analyzed. (A) Medial view of bones in a right forelimb of a rat obtained by microCT during simulated loading (Reprinted from Journal of Biomechanics, 40, Uthgenannt BA & Silva MJ, 317–324, 2007, with permission from Elsevier). (B) The central 5 mm of the ulna and surrounding periosteum were isolated for microarray analysis. (C) Representative transverse histological sections from a previous study [5] that illustrate bone formation after loading. WBF loading leads to woven bone formation while LBF loading increases lamellar bone formation. After loading, fluorochrome labels were injected *in vivo* on days 3 (green) and 8 (red) prior to animal sacrifice on day 10. Plastic embedded transverse sections were taken 1 mm distal to the ulna midpoint.

**Table 1:** Loading parameter summary for the 48 rats used in the study.

	Non loaded	Num. of rats loaded			Applied force (N)	Loading cycles	Increase in disp. (mm)
		1 hr	Day 1	Day 3			
Woven		7	7	7	18	7501±5676	1.30
Lamellar		7	7	7	15	100	0.10±0.06
Normal	6				-	-	-

### Experimental Overview

The basic steps in experimental design and analysis are given in Figure 2. A total of 42 rats were euthanized at 1 hr, 1 or 3 days after the end of loading, corresponding to timepoints that were previously investigated [5], [7] and ulnae were dissected without delay. An additional six rats were not loaded and served as age-matched controls, referred to as ‘normal’ rats (Table 1). The right ulna (with only surrounding periosteal tissue) was frozen in liquid nitrogen within 5 minutes of animal death. Dissected bones were stored at −80 C until they were processed for RNA extraction.

**Figure 2:**
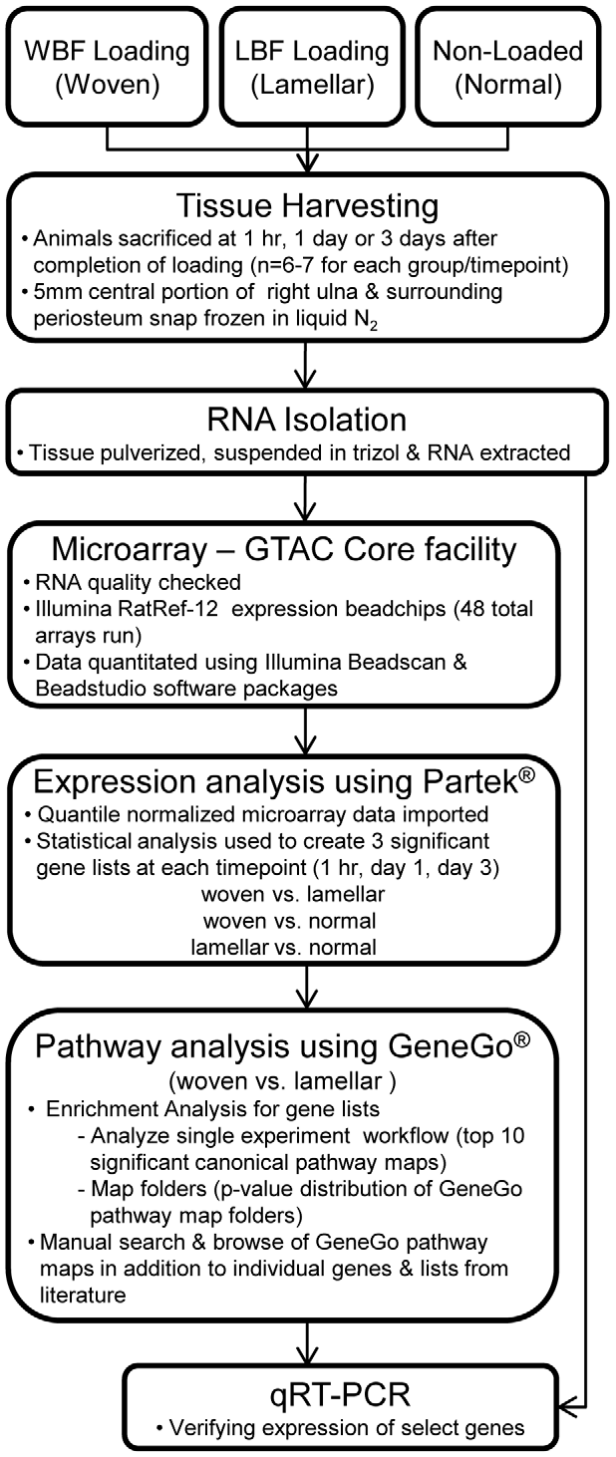
Flow chart describing the experiment and analysis. Three separate groups of animals were used to provide samples for WBF, LBF and Non-Loaded groups. Thus, comparisons between loading conditions are between (not within) animals.

### RNA Extraction and Preparation

Two transverse cuts were made to isolate the central 5 mm of the ulna and surrounding periosteum (Figure 1B), which was then pulverized and suspended in TRIzol (Invitrogen) as previously described [7]. This sample contains a mix of cell types from several tissues, including the original cortical bone, periosteal and sub-periosteal tissues where the nascent bone will form, and a small amount of bone marrow (although the marrow cavity is negligible at the ulnar mid-diaphysis in the F344 male rat). We did not attempt to isolate only the newly forming bone, as it is not yet present at the early timepoints we examined. Such an approach has been used by us [5], [7], [19], [20] and others [8], [11], [12] in previous studies of gene expression after mechanical loading. Total RNA was isolated using an RNeasy mini kit (Qiagen) and quantified (Nanodrop, ND-1000). RNA from each rat (48 rats total) was prepared for microarray analysis by the Washington University Genome Technology Access Center (Illumina, RatRef-12; 48 arrays total). The total RNA quality was determined by Agilent 2100 bioanalyzer (Agilent Technologies) according to manufacturer's recommendations. At the Genome Center, RNA transcripts were amplified by T7 linear amplification (MessageAmp TotalPrep amplification kit; ABI-Ambion). 400 ng of each total cellular RNA sample (11 µl) was mixed with an oligo-dT T7 primer (1 µl), 10× reaction buffer (2 µl), dNTP mix (4 µl), Rnase Inhibitor (1 µl), and Arrayscript RT enzyme (1 µl). Reverse transcription was carried out for 2 hours at 42°C. After a 3 minute incubation on ice, the cDNA underwent second strand synthesis by adding water (63 µl), 10× second strand buffer (10 µl), dNTP mix (4 µl), DNA polymerase (2 µl) and Rnase H (1 µl). This cocktail was incubated at 16°C for 2 hours. Following a column cleanup using DNA columns provided in the MessageAmp TotalPrep kit, in vitro transcription was carried out by adding 10× T7 reaction buffer (2.5 µl), T7 biotin-NTP mix (2.5 µl), and T7 RNA polymerase enzyme mix (2.5 µl) and incubated at 37°C. The IVT reaction was carried out for 14 hours. Following reaction termination with water (75 µl), the amplified RNAs [21] were cleaned with RNA columns provided in the MessageAmp TotalPrep kit. The aRNAs were quantitated on a spectrophotometer and quality determined by Agilent 2100 bioanalyzer (Agilent Technologies) according to manufacturer's recommendations.

### Microarray Hybridization, Detection and Analysis

750 µg of each aRNA in water (5 µl) was suspended in Illumina “HYB” buffer (10 µl) and heated to 65°C for five minutes, then allowed to cool to room temperature. The samples were applied to RatRef-12 Expression BeadChips and hybridized at 58°C for 16–20 hours at high humidity. Arrays were washed according to Illumina standard protocol. Immobilized, biotinylated aRNAs were then detected by staining with cy3 streptavidin (1 µg cy3-SA per 1 ml of Illumina “Block E1”) for 10 minutes at room temperature. Arrays were washed and dried according to Illumina standard protocol, then scanned on an Illumina BeadArray Reader. Laser power and PMT voltage were kept constant for cy3 scans. After image quantitation (Illumina Beadscan, v3) data were imported into Beadstudio software. On-slide spot replicates were averaged by Beadstudio and individual spot data were reported. The microarray data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [22] and are accessible through GEO Series accession number GSE27065 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE27065).

### Microarray Analysis Using Partek® Genomics Suite™

Quantile normalized microarray data were retrieved from the Washington University Genome Technology Access Center and imported into Partek® Genomics Suite™ (Partek Incorporated, 6.4). First, data were filtered to include only data points that had a detection p-value less than 0.01 in all microarrays. This excluded data points that were not significantly different from the background of the chip. 

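A detection p-value compares a probe's signal with the negative control beads of its own array. It was below 0.01 for 7581 to 9862 of the 22523 probes on each of the 48 arrays, with a median of 8933 probes. Of the 22523 probes, 6405 were detected in this sense on all 48 arrays, 10395 on at least 6 arrays and 12036 on at least 1 array, and 10487 were detected on no array. Detection also differed between groups. On day 1, 80 probes were detected on all 8 woven arrays and on none of the 7 lamellar arrays, and 8 probes were detected on all 7 lamellar arrays and on none of the 8 woven arrays. At 1 hr these numbers were 15 and 0, and on day 3 they were 0 and 3. The day 3 numbers rest on the lamellar array on chip 4 at position J, which lies among the woven day 3 arrays in the principal components: without it, a count chosen after the values were seen, they were 74 and 100. Detection on every array removes such probes. The comparisons given with Table 2 were tested over the 10395 probes detected on at least 6 arrays, 6 being the number of rats in the smallest groups. This filter was set before the data were examined.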

Next, the average signal data were log transformed. Principal component analysis revealed one outlier in the day 3 lamellar group. This sample was excluded from all further analysis. 

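Principal components were computed from the log2 intensities of 10395 probes on all 48 arrays, after background correction and quantile normalization. The first component held 53.9% of the variance, and differences between the 7 groups made up 89.3% of its spread, compared with 1.5% for differences between the 4 chips. On this component the normal arrays lay at -25.2 ± 6.2 (SD, n = 6), the woven 1 hr arrays at -22.7 ± 7.1 (SD, n = 7), the woven day 1 arrays at 47.2 ± 5.0 (SD, n = 8) and the woven day 3 arrays at 55.6 ± 7.5 (SD, n = 6). Of the 7 lamellar day 3 arrays, 6 lay between -29.9 and -10.87 and the array on chip 4 at position J lay at 50.8. The profile of this array differed by a root mean square of 0.792 on the log2 scale from the mean of the other 6 lamellar day 3 arrays, and by 0.275 from the mean of the woven day 3 arrays. The second component held 9.2% of the variance. Of the 8 woven day 1 arrays, 7 lay between 14.26 and 31.94 on it and the array on chip 2 at position D lay at -20.13, within the range of the woven day 3 arrays (-24.39 to -14.5). The labels of the arrays do not name the lamellar day 3 array that was excluded, and all 48 arrays were kept in the comparisons.

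**Figure D1:**
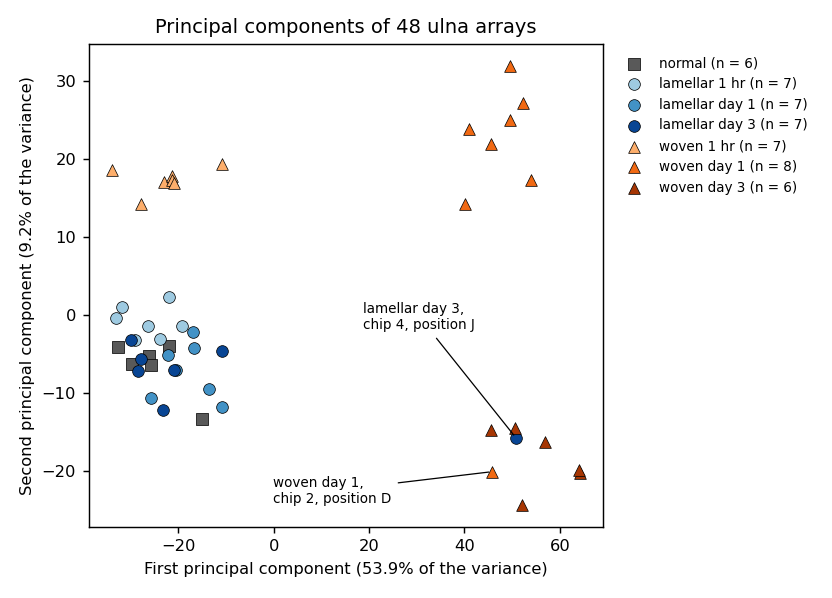
First (x axis) and second (y axis) principal components of the log2 intensities of 10395 probes, in arbitrary units, with 1 point per array. The lamellar day 3 array on chip 4 at position J, at 50.8 on the x axis, and the woven day 1 array on chip 2 at position D, at -20.13 on the y axis, lie among the woven day 3 arrays.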

Using the Partek “gene expression workflow” to detect differentially expressed genes, an ANOVA was performed. 

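The 48 arrays were on 4 chips, each with 12 positions, and the groups were not spread evenly over the chips. Of the 6 normal arrays, 5 were on chip 2 and 1 was on chip 3, whereas the lamellar 1 hr arrays were on chip 1 (3 arrays) and chip 4 (4 arrays), so that no chip held both of these groups. The other comparisons were repeated within each chip that held both groups and at least 3 of their arrays, with an adjusted p under 0.05 from limma as the threshold. For woven vs. lamellar at 1 hr, 117 probes differed within chip 1 (3 woven and 3 lamellar arrays) and 74 within chip 4 (1 woven and 4 lamellar arrays), and all of the 293 probes called over the 48 arrays had the same direction on each of these chips. For day 1, 5674 probes differed within chip 3 (4 woven and 3 lamellar arrays) and 0 within chip 2 (2 woven arrays and 1 lamellar array), where 98.7% of the 6225 probes called over the 48 arrays had the same direction. One of these 2 woven arrays is the array at position D that lies among the woven day 3 arrays, and without it too few arrays are left for a test. For day 3, 2739 probes differed within chip 1 (3 woven arrays and 1 lamellar array) and 0 within chip 4 (2 woven and 2 lamellar arrays), where 99.0% of the 4796 probes called over the 48 arrays had the same direction. For these 2 chips without a call, 1968 and 181 probes had an unadjusted p under 0.05 from limma. One of the 2 lamellar day 3 arrays on chip 4 is the array at position J that lies among the woven day 3 arrays. Without it, a fit chosen after the values were seen, 2201 probes differed within chip 4 (2 woven arrays and 1 lamellar array). A group with 1 array on a chip is assumed in such a fit to vary like the other group, and the arrays of a chip are also part of the 48, so that the shared direction is partly built in. For woven vs. normal, 365 probes differed at 1 hr within chip 2 (2 woven and 5 normal arrays). On day 1, 3910 differed within chip 2 (2 woven and 5 normal arrays), and the woven array at position D is among these. Chip 3 held 4 woven arrays and 1 normal array on day 1, and 5647 of the 5705 probes called over the 48 arrays had the same direction there. For day 3, chip 2 held 1 woven array and 5 normal arrays, and 4387 of the 4388 probes had the same direction. For lamellar vs. normal, 0 probes differed within chip 2 on day 1 and on day 3. Within chip 3 these numbers were 76 on day 1 and 0 on day 3, each with 3 lamellar arrays and 1 normal array, where 0 were called over the 48 arrays.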

ANOVA factors included sentrix position, chip number, treatment, timepoint, and all contrasts between treatment and timepoint. Gene expression differences between the two loading conditions and between each loading condition and normal were determined using a false discovery rate (FDR) of 0.05 in a step up analysis. From this analysis, gene lists were created comparing each treatment group at each timepoint for a total of nine comparisons (e.g., lamellar day 1 vs. normal; woven day 3 vs. lamellar day 3; Table 2). Exported lists included significant genes, fold changes and p-values for comparisons between groups and timepoints. These lists were then imported into GeneGo® for further analysis.

**Table 2:** Comparisons (nine total) of the number of DEGs between groups at 1 hr, day 1 and day 3; the woven vs. lamellar DEGs were further analyzed using GeneGo software.

	1 hr	Day 1	Day 3
Woven vs. Lamellar	395	5883	5974
Woven vs. Normal	749	5869	4916
Lamellar vs. Normal	5	0	0

### Data Mining Using GeneGo®

Data lists were uploaded into GeneGo® (version 5.4) by accession number. Two separate GeneGo Enrichment Analysis (EA) procedures were performed on the gene lists. GeneGo defines an EA procedure as mapping gene IDs from the dataset onto gene IDs in entities of built-in functional ontologies (represented by canonical pathway maps, cellular process networks, disease biomarker networks, drug target networks, toxicity networks, and metabolic networks). Within each analysis the terms are statistically ranked based on their relevance within the dataset. First, a workflow for each comparison was generated using GeneGo's “Analyze Single Experiment” feature with thresholds of 0.99 and 0.0001 for p-value and fold change, respectively. Non-stringent filters were used in this step as all non-significant expression changes had been excluded by Partek analysis. This workflow resulted in the top ten “Statistically Significant Maps”. Second, a functional EA procedure was done with “GeneGo map folders” for each comparison. This analysis gives a p-value distribution of GeneGo pathway maps folders for each dataset. The EA procedures are limited to canonical pathways represented in the GeneGo database. To overcome this limitation GeneGo has the option to create and study networks generated from user input, which was how most of our data mining was accomplished. Significant pathway maps from the workflow and map folder analysis, along with other canonical GeneGo Pathway Maps were investigated. Relevant pathways reported in the surveyed literature were manually identified and microarray data was examined to select genes of interest. For this more focused analysis, there were several pathways/processes we had selected a priori, including development and osteogenesis, angiogenesis and hypoxia, and bone remodeling. Based on the GeneGo EA results, we also focused on inflammation. The genes listed in Table S3 are only ones that have been referenced within the body of the manuscript and are a subset of all genes differentially regulated in the microarray. Some of these selected genes came to our attention from GeneGo EA analysis while others were selected from literature.

### Quantitative Real-Time PCR

Following microarray analysis, quantitative real-time PCR (qRT-PCR) was performed using the same RNA samples in order to validate expression patterns for select genes, including interleukin-6 (*Il6*; a pro-inflammatory cytokine), nuclear factor of kappa light polypeptide gene enhancer in B-cells 1 (*Nfkb1*; a transcription factor), nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, alpha (*Nfkbia*; an NF-κb inhibitor), toll-like receptor 2 (*Tlr2*; a cell surface receptor implicated in mechanotransduction and inflammation), selectin, endothelial cell (*Sele*; a cell adhesion molecule), prostaglandin-endoperoxide synthase 2 (*Ptgs2*, also known as *Cox-2*; a possible indicator of vasodilation and/or mechanotransduction), chemokine (C-X-C motif) ligand 10 (*Cxcl10*; an angiostatic factor), sclerostin (*Sost*; an inhibitor of the Wnt pathway), matrix metalloproteinase 13 (*Mmp13*; a proteinase capable of cleaving collagen), and cathepsin K (*Ctsk*; a protease involved in bone remodeling). First strand cDNA was synthesized (Superscript III, Invitrogen) from total RNA (500 ng). qRT-PCR reactions were carried out at 20 µl total volume and measured with *Power* SYBR® green (7300 Real-Time PCR System, Applied Biosystems). All primers were purchased as pre-validated sets from Qiagen (QuantiTect Primer Assays; Table 3). Samples were run in triplicate and the average was used for further analysis. Data were analyzed using relative quantification (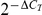), where gene CT values were normalized to glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*).

**Table 3:** Relative fold changes (loaded over normal) for gene expression analysis done using qRT-PCR.

Gene Name	Gene Symbol	Qiagen primer num.	Lamellar			Woven		
			1 hr	Day 1	Day 3	1 hr	Day 1	Day 3
interleukin 6	*Il6*	*QT00182896*	1.2	1.1	−1.2	504.2* #	212.3* #	38.6* #
toll-like receptor 2	*Tlr2*	*QT00417438*	1.1	1.5	1.5	3.9* #	24.2* #	17.8* #
nuclear factor of kappa light polypeptide gene enhancer in B-cells 1	*Nfkb1*	*QT01577975*	−1.0	1.2	1.2	1.6* #	3.3* #	4.6* #
nuclear factor of kappa light polypeptide gene enhancer in B-cells inhibitor, alpha	*Nfkbia*	*QT01600956*	2.2*	1.1	−1.1	2.9* #	1.3	1.8* #
selectin, endothelial cell	*Sele*	*QT00179018*	−1.1	2.0*	1.4	10.4* #	18.5* #	9.6* #
prostaglandin-endoperoxide synthase 2	*Ptgs2 (Cox2)*	*QT00192934*	1.1	1.9*	1.4	16.4* #	16.9* #	8.6* #
chemokine (C-X-C motif) ligand 10	*Cxcl10*	*QT01082354*	1.0	2.3‡	1.5	10.4* #	12.3* #	45.7* #
sclerosteosis	*Sost*	*QT00418558*	−1.3	−1.6	1.4	−3.4* #	−19.8* #	−8.1* #
matrix metalloproteinase 13	*Mmp13*	*QT00385686*	−1.4	−2.7*	−2.6*	1.1	9.2* #	4.3* #
cathepsin K	*Ctsk*	*QT00375599*	−1.1	−1.1	−1.4	−1.1	−1.1	2.9* #
nerve growth factor	*Ngf*	*QT01800344*	0.9	1.3	1.2	3.2* #	22.6* #	14.1* #

*p<0.05 vs normal;

‡ p<0.10 vs normal;

# p<0.05 vs lamellar.

## Results

### Analysis of Differentially Expressed Genes

The number of differentially expressed genes (DEGs) varied when comparing woven, lamellar and normal groups at each timepoint (Table 2). 

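RNA from the central ulna and its periosteum of 48 rats was hybridized to Illumina RatRef-12 arrays, 1 array per rat. By the labels of the arrays, 7, 8 and 6 woven rats were examined at 1 hr, day 1 and day 3. At each of these timepoints 7 lamellar rats were examined, and 6 rats were normal. By the paper, woven rats received WBF loading (18 N), lamellar rats received LBF loading (15 N) and normal rats were not loaded. Table 1 gives 7 woven rats at each timepoint. The deposited values are the average signal intensity of 22523 probes from BeadStudio, the detection p-value of each probe on each array, and intensities that the authors' core facility quantile normalized between arrays. The number of probes with a detection p below 0.01 had a median of 8951 (range 8819 to 9521) for normal, 8080 (7581 to 9509), 8841 (7759 to 9571) and 9329 (8383 to 9585) for lamellar at 1 hr, day 1 and day 3, and 8843 (7663 to 9460), 9283.5 (8678 to 9862) and 8894 (8262 to 9637) for woven at 1 hr, day 1 and day 3. The number of arrays limits the precision. The signal intensities were background corrected (normexp) and quantile normalized with an offset of 16 by limma's neqc and put on the log2 scale. A linear model with the 7 groups, chip and position was fitted to all 48 arrays for each of 10395 probes with limma, and probes were called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05. The median residual SD was 0.243 on the log2 scale. The deposited files do not pair the probes with genes, so that probes are counted here and given by their identifiers.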

Only five genes (all at 1 hr) were significantly different between normal vs. lamellar groups, whereas thousands of genes were different between woven vs. normal and woven vs. lamellar. 

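Woven and lamellar arrays differed in 293 of the 10395 probes at 1 hr (236 higher and 57 lower in woven). On day 1 they differed in 6225 (3228 higher and 2997 lower) and on day 3 in 4796 (2576 higher and 2220 lower). The lamellar day 3 array on chip 4 at position J lies among the woven day 3 arrays. Without it, a setting chosen after the values were seen, 5912 probes differed on day 1 and 5507 on day 3. The woven day 1 array on chip 2 at position D lies among the woven day 3 arrays as well. With that array also counted with woven day 3, likewise chosen later, 5903 probes differed on day 1 and 5879 on day 3. The gap between the day 1 and day 3 counts thus depended on these 2 arrays. For woven vs. normal, 655 probes differed at 1 hr (326 higher and 329 lower in woven), 5705 on day 1 (2934 higher and 2771 lower) and 4388 on day 3 (2302 higher and 2086 lower). For lamellar vs. normal, 6 probes differed at 1 hr, all higher in lamellar, and 0 on day 1 and 0 on day 3 by limma. The number of probes with an unadjusted p under 0.05 for lamellar vs. normal was 389, 238 and 298 at the 3 timepoints, where 520 would have been reached by chance alone. Why these numbers lie below 520 was not tested, and they do not show that the groups were alike. The counts at 1 hr depended on the terms of the model. Without the position on the chip, 656 probes differed between woven and lamellar and 17 between lamellar and normal. For woven vs. normal at 1 hr, 318 probes differed without the woven array on chip 2 at position K and 406 without the woven array on chip 4 at position I. The paper gives an apparent similarity in expression levels of the lamellar and normal groups, and its main objective, as the reasons for examining the woven vs. lamellar comparison.

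**Figure D2:**
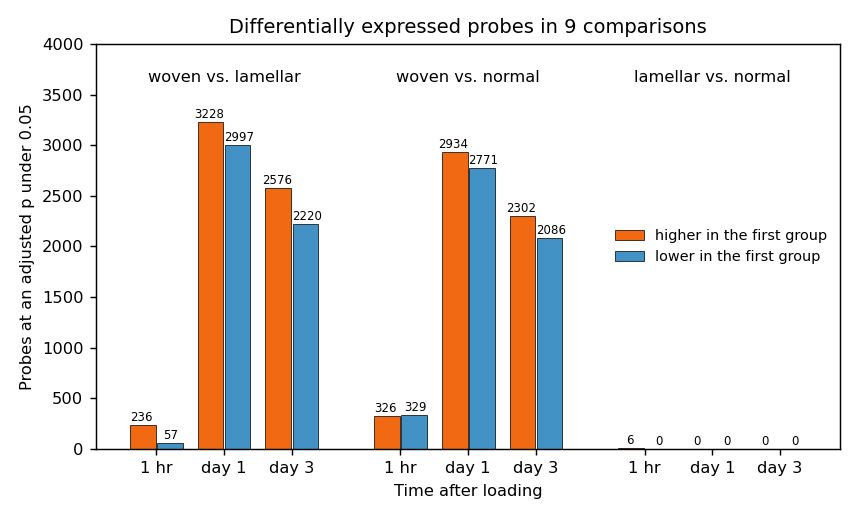
Number of probes (y axis) at an adjusted p under 0.05 in each of 9 comparisons, by time after loading (x axis), with 1 bar for probes higher and 1 bar for probes lower in the group named first. The bars for woven vs. lamellar and woven vs. normal reach 2086 to 3228 probes on days 1 and 3, and those for lamellar vs. normal reach at most 6 probes.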

Lamellar bone formation is occurring in all samples analyzed, as this is the normal bone formation process in the rat ulna at this young-adult age. The LBF protocol significantly increases the rate of lamellar bone formation without activating woven bone. By contrast, the WBF protocol activates woven bone and increased lamellar bone formation in the region of interest. 

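Woven ulnae were compared with lamellar and with normal ulnae, and the probes called in these comparisons were counted together. Of the 293 probes that differed between woven and lamellar at 1 hr, 248 (84.6%) also differed between woven and normal, compared with 18.5 for independent lists. On day 1 this held for 5177 of 6225 probes (83.2%, 3416.4 for independent lists) and on day 3 for 3894 of 4796 probes (81.2%, 2024.5 for independent lists). All of these shared probes had the same direction in both comparisons. The woven arrays are common to both comparisons, so that the 2 lists of a timepoint are not independent. In the lamellar vs. normal comparison the median log2 fold change over the 10395 probes was -0.024 at 1 hr, -0.007 on day 1 and -0.006 on day 3. Quantile normalization holds this median near 0. For woven vs. lamellar on day 1, where 6225 probes differed, it was 0.008. The median therefore does not show how alike lamellar and normal ulnae were.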

We chose to focus on woven vs. lamellar comparisons because of the apparent similarity between expression levels in lamellar and normal groups, and because our main objective was to determine the differences between woven and lamellar bone formation. Genes differentially regulated between WBF and LBF loading reflect the woven bone formation process. A Venn analysis of woven vs. lamellar DEGs revealed the commonality between timepoints (Figure 3). 

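Whether the woven-lamellar difference itself changed with time was tested by contrasts between timepoints in limma. It differed between 1 hr and day 1 for 3685 of 10395 probes, between 1 hr and day 3 for 2880 probes and between day 1 and day 3 for 316 probes. The last count changed with the normalization, the terms of the model and the treatment of 2 arrays, all of them settings added after the values were seen. It was 159 without the normexp correction, 774 without position and 972 with neither chip nor position. It was 1063 when the woven day 1 array on chip 2 at position D was counted with woven day 3 and 851 without the lamellar day 3 array on chip 4 at position J. For the 236 probes higher in woven at 1 hr, the median log2 fold change was 1.08 at 1 hr, 0.53 on day 1 and 0.28 on day 3, and the difference became smaller from 1 hr to day 1 for 117 of them and larger for 12. For the 3228 probes higher in woven on day 1, the medians were 0.00, 0.66 and 0.52, and the difference became larger from 1 hr to day 1 for 1912 of them. For the 2997 probes lower in woven on day 1, the medians were -0.04, -0.70 and -0.57. Each of these sets was selected at one timepoint, which by itself makes its difference largest there.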

A subset of genes (183 genes) was differentially regulated at all timepoints. 

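At an adjusted p under 0.05 from limma, 105 probes differed between woven and lamellar at all 3 timepoints, and 80 of these were higher in woven at each of them. For the 80 probes the median log2 fold change was 1.14 at 1 hr, 1.11 on day 1 and 0.81 on day 3. In a model without the position on the chip, 312 probes were shared by the 3 timepoints.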

The vast majority (4069 genes) were common between days 1 and 3. 

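Day 1 and day 3 shared 3979 probes that differed between woven and lamellar, 3874 of them not called at 1 hr. Independent lists of these sizes would share 2872.1 of the 10395 probes. The shared probes were 63.9% of those called on day 1 and 83% of those called on day 3, and 3958 (99.5%) had the same direction on both days, with 2069 higher and 1889 lower in woven. On day 1 alone 2150 probes were called, and on day 3 alone 797. The last count was 1244 with neither chip nor position in the model and, in a setting chosen after the values were seen, 1255 without the lamellar day 3 array on chip 4 at position J.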

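The list of 1 hr shared 201 probes with the list of day 1, compared with 175.5 for independent lists, and 125 with the list of day 3, compared with 135.2 for independent lists. Of these, 96 and 20 were not called at the remaining timepoint, and 72 probes were called at 1 hr alone. These 3 counts were 161, 48 and 135 in a model without position, and 166, 85 and 132 with neither chip nor position. The direction was the same for 173 of the 201 probes (86.1%) and for 102 of the 125 probes (81.6%). Split by direction, 150 probes were higher in woven at 1 hr and on day 1 (73.3 for independent lists) and 90 at 1 hr and on day 3 (58.5 for independent lists). Lower in woven were 23 at 1 hr and on day 1 (16.4 for independent lists) and 12 at 1 hr and on day 3 (12.2 for independent lists).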

A small number of genes were common between the early timepoint (1 hr) and later timepoints of 1 and 3 days (90 and 45 genes, respectively).

**Figure 3:**
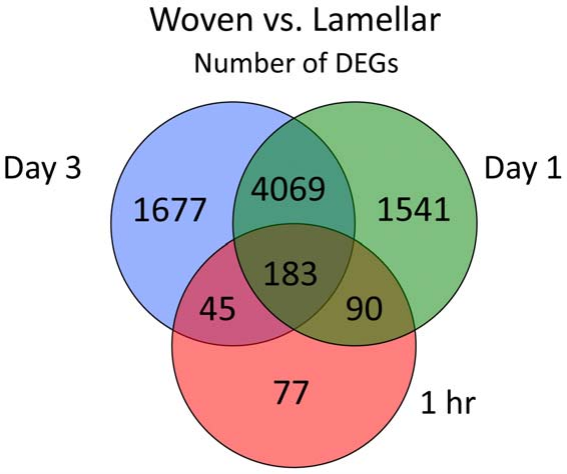
A Venn diagram depicts the commonality of differentially expressed genes. Genes were differentially regulated at 1 hr, 1 and 3 days post-loading for WBF loading (woven) vs. LBF loading (lamellar) groups from microarray analysis.

### Top 10 Canonical Pathways

An enrichment analysis done using the GeneGo software calculated the top ten canonical pathways activated by woven vs. lamellar bone formation at each timepoint. At 1 hr after loading the majority of the pathways were related to an inflammatory response (7/10 pathways), plus two pathways related to development. The inflammatory response persisted at day 1 (5/10 pathways) with the addition of cytoskeletal remodeling activation (2/10 pathways). By day 3, the inflammatory response had subsided (0/10 pathways), but cytoskeletal remodeling still played a major role (3/10 pathways) and a development pathway was evident again (1/10 pathways) (Figure 4).

**Figure 4:**
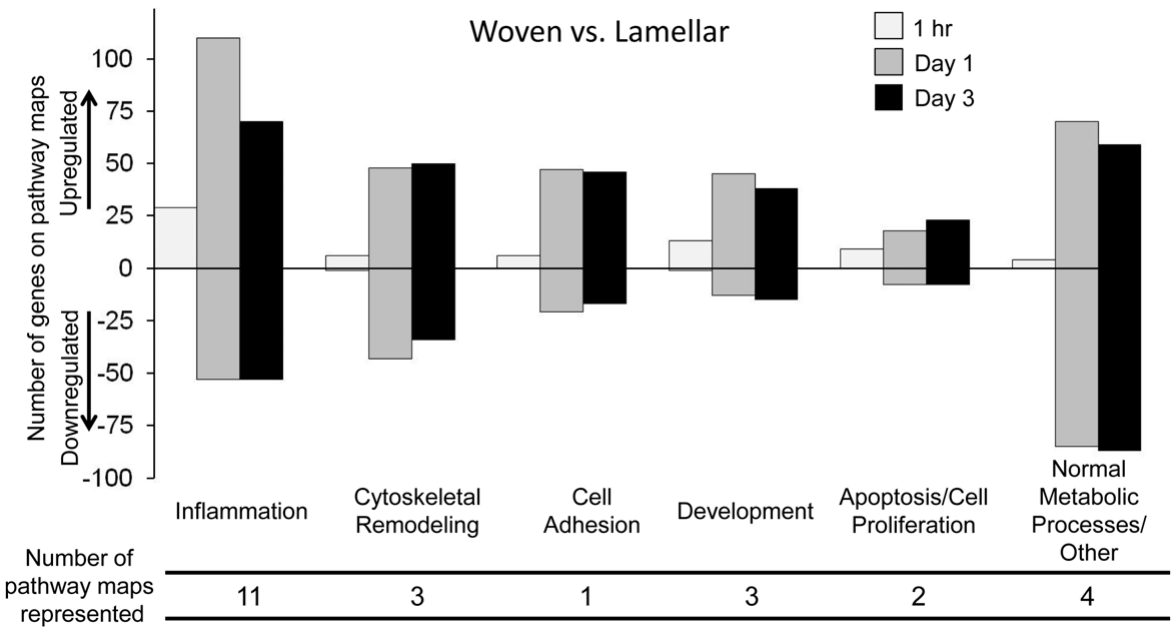
The total number of differentially regulated genes on the top 10 canonical pathway maps. GeneGo enrichment analysis was completed for woven vs. lamellar comparisons at each of the three timepoints investigated. The analysis resulted in a top 10 list of statistically significant canonical pathway maps associated with our data. On each pathway, genes were counted if their expression was significantly different between woven and lamellar bone formation. The number of DEGs on each map (30 maps total) were counted and summed at each timepoint for both upregulated and downregulated genes separately. A total of six pathways were represented at multiple timepoints, although the data were only counted once.

### Map Folder Analysis

In addition to looking at the individual top canonical pathways activated, the distribution of the datasets was examined using GeneGo map folders analysis. The pathway maps as defined by GeneGo are summaries of established, non-contradictory state-of-the-art knowledge on the major functional categories of human metabolism and cell signaling. Maps are assembled into map folders divided onto regulatory, metabolic, disease, toxicity and drug action sections. Differentially expressed genes comparing woven vs. lamellar bone formation were overlaid onto pathway maps and categorized by GeneGo into statistically significant map folders. The map folders were then grouped by the authors in order to better see the distribution of genes associated with known pathways at each timepoint (Figure 5). A breakdown of the GeneGo map folders and the associated number of genes is available in Tables S1 and S2. The total number of genes in each pathway folder varies and some genes are categorized into several folders. Consistent with the top 10 canonical pathway analysis, inflammation was very significant. At each timepoint the most significant pathway related to inflammation.

**Figure 5:**
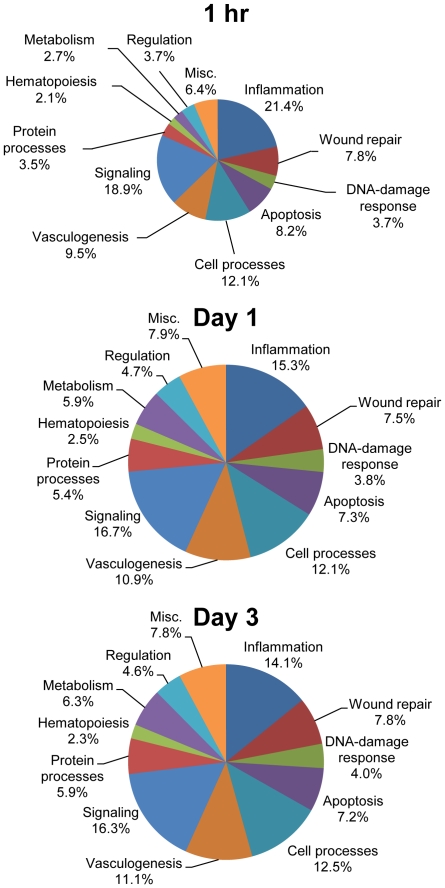
Percentage distribution of statistically significant pathway map folders comparing woven to lamellar bone formation at (A) 1 hr, (B) day 1 and (C) day 3. GeneGo software was used to identify the distribution of the data as mapped onto major functional categories of human metabolism and cell signaling at each timepoint. Out of the 37 available GeneGo pathway map folders, 25 were statistically significant (p<0.05) for at least one timepoint (Table S1). The statistically significant pathway map folders were grouped by the authors for before being displayed in the pie chart. The smaller size of the pie chart at 1 hr reflects the lower number of differentially expressed genes. Within the GeneGo pathway map folders there were 486 differentially expressed genes at 1 hr, 3699 genes at day 1 and 3046 genes at day 3. A complete listing of activated maps is available in Table S2.

### Inflammatory Response

WBF loading differentially regulated components of various innate inflammatory response pathways compared to LBF loading (Table S3). One hour after loading several cell surface proteins/receptors know to function in mechanotransduction [23] were upregulated, such as integrins, toll-like receptors (TLRs) and interleukin receptors (specifically *Il1r1*). Toll-like receptor 2 (*Tlr2*) was selected as an indicator of the inflammatory response, and its expression was confirmed by qRT-PCR (Figure 4; Table 3). Both microarray and qRT-PCR data showed *Tlr2* to be upregulated at all timepoints after WBF loading, peaking on day 1 (10- and 24-fold, respectively). *Tlr2* was not differentially regulated for lamellar bone compared to normal at any timepoint by microarray or qRT-PCR. Select intermediate proteins in inflammatory response pathways (such as *Myd88* of TLR pathways) were also upregulated, as were some terminal transcription factors which are responsible for regulating various pro-inflammatory responses, such as NF-κB, AP-1 and NF-AT family members [24] (Table S3).

NF-κB was of interest as it appeared in a large number of the top 10 significant maps produced by GeneGo from various timepoints. Different combinations of NF-κB subunits form active dimers and several of these subunits (*Nfkb1*, *Nfkb2* and *Rel*) were upregulated in woven as compared to lamellar groups (between 1.5- and 2.5-fold). *Nfkb1* was chosen for confirmation by qRT-PCR and was upregulated at all timepoints for woven bone compared to lamellar bone and normal controls (Figure 6, Table 3). Lamellar expression did not differ from normal controls at any timepoint for *Nfkb1*. Other components of the NF-κB signaling pathway were also differentially regulated for woven bone, including members of the I-κB family such as *Bcl3*, *Nkbiz* and *Nkbie*. *Nfkbia*, which is both an inhibitor and a transcriptional target of NF-κB [25], was upregulated. In addition, *Nfkbia* was one of the five genes to be differentially regulated in the microarray lamellar vs. normal comparison at 1 hr (2-fold upregulation), and this was confirmed with qRT-PCR.

**Figure 6:**
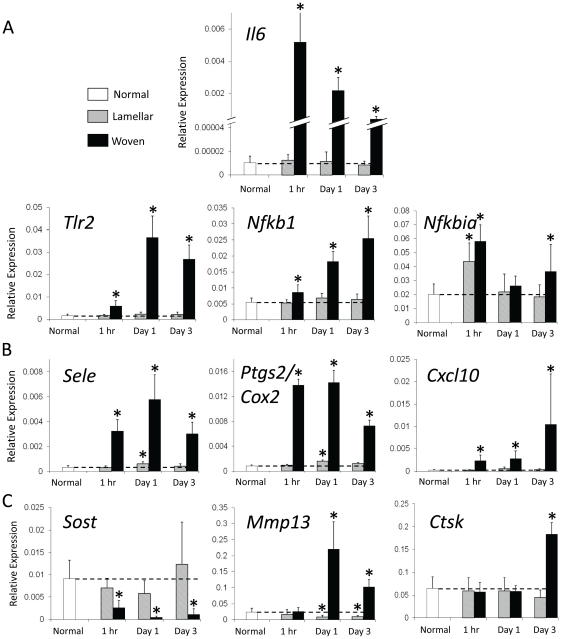
qRT-PCR relative expression (delta CT) of genes related to (A) inflammation, (B) angiogenesis and (C) osteogenesis and matrix remodeling. Inflammatory genes were upregulated at all timepoints for woven bone with the exception of *Nfkbia* on day 1. In contrast, only *Nfkbia* at 1 hr was upregulated for lamellar bone. The inflammation marker *Il6* is increased over 500-fold 1 hr after damaging loading. Both angiogenic markers *Sele* and *Ptgs2/Cox2* are positively related to increased vasculature with expression peaking on day 1 for woven and lamellar bone. In contrast, *Cxcl10* is angiostatic and peaks on day 3 for woven bone but is not significant at any timepoint for lamellar bone. *Sost*, a bone formation inhibitor is downregulated at all timepoints for woven bone. *Mmp13* and *Ctsk* are markers of bone remodeling and both are upregulated at later timepoints for woven bone. In contrast, *Mmp13* is downregulated for lamellar bone. *p<0.05 vs. normal.

The microarray also showed the upregulation of transcription factors, as well as several targets of NF-κB including pro-inflammatory cytokines (*Il1a*, *Il1b*, *Il6*) [26], chemokines (*Cxcl1*, *2* and *10*) and cell adhesion molecules (*Icam1*, *Sele*). Interleukin 6 (*Il6*) and both the alpha and beta subunits of *Il1* were significantly upregulated (more than 18-fold). Several receptors (*Il1r1* and *Il8rb* for example) were also upregulated. *Socs1*, which takes part in the negative feedback of cytokines [27], was also greatly upregulated across all three days (ranging between 6- and 13-fold) suggesting that mechanisms for the attenuation of the inflammatory response were also active in this time range. Interleukin-6 was chosen as an indicator of pro-inflammatory cytokines. In our study, qRT-PCR confirmed the dramatic upregulation of *Il6* seen for woven bone in the microarray. Expression of *Il6* was upregulated at 1 hr by over 500-fold on qRT-PCR, and near 50-fold on the microarray (Table 3). Like in the microarray, expression for woven bone peaked at 1 hr and declined thereafter with levels still well above normal. Expression for *Il6* was not significant for lamellar compared to normal on the microarray or by qRT-PCR.

### Angiogenic Response

Angiogenesis has been shown to increase in response to WBF loading [5]–[7] and the differential regulation of a variety of angiogenic genes in the microarray supports this. Several factors related to HIF-1a, a central component of angiogenesis-osteogenesis coupling [28], were differentially regulated in woven bone. The constitutive beta subunit (*Arnt*) of HIF-1a was upregulated (1.7-fold), as were the inducible alpha subunit and coactivators found in the nucleus such as *Creb1* (near 2-fold) after WBF loading. Moreover, a HIF-1a inhibitor, *Egln1*, was downregulated (2-fold).

Chemokines, in addition to their role in inflammation, play a role in angiogenesis [29], [30]. In our study, *Cxcl1*, *-2*, *-6* and the receptor *Il8rb* were upregulated (between 8- and 66-fold) while *Ppbp* was downregulated (near 8-fold) for woven bone formation. Moreover, WBF loading upregulated angiostatic chemokines [29], [30], including *Cxcl10* and *-13* (3- to 12-fold), and the CXCL-10 receptor *Cxcr3* (1.8-fold). *Cxcl10* was selected for further confirmation by qRT-PCR and was significantly upregulated 1 hr (10-fold) after WBF loading and continued to increase through day 3 (46-fold) (Figure 6, Table 3). WBF loading upregulated another chemokine and its receptor, *Ccl20* and *Ccr2* respectively, (greater than 85-fold for *Ccl20*), along with other genes influencing chemotaxis such as *Ccl7* (6- to 55-fold) [31]. *Sele* was chosen to represent chemotaxis in the endothelia [32] and for further confirmation by qRT-PCR. The microarray showed *Sele* to be upregulated at all three timepoints for woven bone (2- to 7-fold), peaking at 1 hr. The qRT-PCR showed *Sele* to be upregulated significantly in the woven group, but in contrast to the microarray, expression peaked on day 1 at 19-fold (Figure 6, Table 3). Expression of *Sele* was upregulated at day 1 (2-fold) in the lamellar group compared to normal by qRT-PCR.

Genes associated with blood flow regulation and vasodilation were also differentially expressed. Following WBF loading *Ptgs2*/*Cox2* was upregulated in the microarray data (2- to 9-fold), as was *Nos3* (a constitutive form of NOS), and *Creb1* (a transcription factor for *Ptgs2*/*Cox2*). *Cebpb*, a regulator of COX-2, was upregulated at 1 hr and day 1 (1.6-fold) but downregulated on day 3 (1.5-fold). *Ptgs2/Cox2* was selected for verification by qRT-PCR and was upregulated at all timepoints in the woven group (9- to 17-fold), but declined towards normal by day 3 (Figure 6, Table 3). Following LBF loading, *Ptgs2/Cox2 was* upregulated on day 1 (1.9-fold) by qRT-PCR.

### Osteogenic Response

Mechanical loading is known to greatly influence bone modeling [33], [34], and various aspects of this process were differentially regulated for woven bone in our microarray, including possible mechanoreceptors such as cadherins (for example *Cdh16*, *Fat3* and *Cdh19*) and integrins (*Itgax*, *Itgal*, *Itgam* and *Itgb2*) (Table S3). Though several DEGs were part of the canonical Wnt-pathway, the pathway as a whole was not clearly or dramatically regulated in one direction. Wnts were not differentially regulated though their receptors were. *Lrp5* was suppressed as was *Fzd8* (1.4- to 1.8-fold), while *Fzd1* was slightly upregulated (1.6- to 1.7-fold). *Dkk1* and *Sfrp4* (inhibitors) were downregulated (1.5- to 6-fold). Both Dishevelled (*Dvl1*) and casein kinase I (*Csnk1a1*) form a complex with beta-catenin, targeting it for ubiquination (i.e. suppressing the pathway). Though *Dvl1* was downregulated (2-fold), an isoform of *Csnk1a1* was upregulated (1.5-fold) as was one of its nuclear partners, *Tcf7* (2- to 4-fold). While the direction of regulation of the pathway in general was rather ambiguous, sclerostin (*Sost*) was clearly affected. Consistent with previous studies [35], [36], *Sost* was greatly suppressed in the microarray after WBF loading (16- to 18-fold). qRT-PCR of *Sost* for woven bone confirmed this pattern (downregulated 20-fold on day 1) (Figure 6). *Sost* was not differentially regulated comparing lamellar bone to normal in either the microarray or by qRT-PCR.

BMP pathways were also differentially regulated in woven as compared to lamellar bone formation. TGF-β may initiate BMP synthesis, as well as having chemotactic, proliferative and matrix remodeling effects of its own [26]. Our data show mixed regulation of three types of TGF-β for woven bone: *Tgfb1* was upregulated (2-fold), *Tgfb2* was downregulated (2-fold), and *Tgfb3* was downregulated on day 1 (1.7-fold) and upregulated on day 3 (1.5-fold). *Bmp2* itself was upregulated, though only slightly, while *Bmp3*, -*3b (Gdf10)*, - 4, -6 and -7 were downregulated (1.6- to 4-fold). The receptors for BMP-5, 6, 7, and 8, *Acvr2b* and *Acvr1* were also downregulated (1.3- to 2-fold) for woven bone. The downstream transcription factors *Smad1* and *Smad5* were slightly upregulated (1.3- to 1.7-fold). The BMP pathways were most clearly modulated by the downregulation of antagonists [37] such as the previously mentioned *Sost*, as well as *Nbl1*, *Bambi*, *Fst*, *Grem1*, *Chrd* and inhibitory SMADs (*Smad6* and *Smad7*) (1.7- to 18-fold) (Table S3). No changes in BMP pathway regulation were seen when comparing lamellar bone to normal controls.

### Bone Remodeling and Cell Proliferation Response

Genes associated with matrix remodeling, specifically those expressed by osteoclasts, were also differentially regulated for woven bone. Members of the cathepsin family (*Ctsd*, *Ctsb*, *Ctss* and *Ctsl1*) [38] along with *Csf1* and *Myc* were upregulated to some extent (1.6- to 5-fold). Cathepsin K (*Ctsk*) localizes predominantly in osteoclasts [39], [40] and was chosen as an indicator of osteoclast activity for confirmation with qRT-PCR (Figure 6, Table 3). *Ctsk* was slightly downregulated for woven bone on day 1 in the microarray (1.5-fold), whereas qRT-PCR showed it to be at normal levels at 1 hr and day 1 but upregulated on day 3 (3-fold). There were no *Ctsk* differences on qRT-PCR for lamellar bone compared to normal controls. Neither RANK nor its receptor was differentially regulated for either woven or lamellar bone formation at any timepoint.

Matrix degradation is an important feature of remodeling. MMPs in general function in this capacity [40], [41] and *Mmp13* was chosen as an indicator of these processes. In the microarray, *Mmp13* was upregulated greatly for woven bone on day 1 (21-fold), and less so on day 3 (4-fold), a pattern seen again in qRT-PCR (Figure 6). Important transcriptional regulators of MMP-13 were also differentially regulated for woven bone: some subunits of AP-1 were slightly up and others slightly down, while *Etv4* was much more strongly downregulated (4- to 13-fold).

Many genes related to cell proliferation were differentially regulated in the microarray for woven bone. Cell cycle regulation genes such as *Ccnd1*, *Cdk4*, *Cdc2*, and *E2f1* were upregulated (1.4- to 6-fold), while *E2f6* and members of the Rb family (*Rbl2*, *Rbl1*) were downregulated (1.3- to 3-fold).

## Discussion

The objective of our study was to identify gene expression differences between woven and lamellar bone formation induced in the adult skeleton using two well-characterized mechanical loading protocols. Periosteal woven bone forms at the midshaft of the ulna in response to WBF loading, whereas lamellar bone forms in response to LBF loading [5]. Comparisons between WBF and LBF loading reflect the woven bone formation process. Using a microarray we saw a dramatically higher number of DEGs for woven compared to lamellar bone formation. 

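The sizes of the woven-lamellar differences were examined beside their number. At 1 hr, 124 probes were at least 2-fold higher in woven and 4 at least 2-fold lower. On day 1 these numbers were 781 and 849, and on day 3 they were 661 and 790. Probes with at least a 4-fold difference numbered 35 higher and 1 lower at 1 hr. On day 1 they numbered 109 higher and 125 lower, with 58 higher and 139 lower on day 3. The day 3 numbers include the lamellar array on chip 4 at position J, which lies among the woven day 3 arrays. Sizes without this array are not given, so that a change from day 1 to day 3 cannot be read from these numbers. The probes with the largest estimated rise and fall on day 1 are given by their identifiers, since the deposited files name no genes. The log2 fold changes come from the model with chip and position and need not equal the difference of the printed means. The ranking uses these estimates, also where a probe was not detected, so that the order of the 2 that rose is not established. ILMN_1365213 had a log2 intensity of 10.29 ± 1.22 (SD, n = 8) in woven and was detected on 0 of 7 lamellar arrays on day 1, so that it was at least 19.7-fold higher in woven. ILMN_1366023 had a log2 intensity of 10.90 ± 0.77 (SD, n = 8) in woven and 6.20 ± 0.21 (SD, n = 7) in lamellar, where it was detected on 5 of 7 arrays, a log2 fold change of 5.12 (standard error 0.42, adjusted p = 1.91e-10 from limma). ILMN_1356566 had 6.84 ± 0.75 (SD, n = 8) in woven, where it was detected on 7 of 8 arrays, and 10.28 ± 0.45 (SD, n = 7) in lamellar, a log2 fold change of -3.86 (standard error 0.54, adjusted p = 6.04e-07 from limma). ILMN_1375230 had 6.15 ± 0.57 (SD, n = 8) in woven, where it was detected on only 4 of 8 arrays, and 9.23 ± 0.28 (SD, n = 7) in lamellar, a log2 fold change of -3.65 (standard error 0.30, adjusted p = 1.85e-10 from limma).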

Nearly 400 genes were differentially expressed between woven and lamellar bone formation 1 hr after loading, and nearly 6000 genes were differentially expressed on days 1 and 3. There were many inflammatory factors upregulated as early as 1 hr after WBF loading, such as toll-like receptors and pro-inflammatory cytokines. We expanded our previous results related to angiogenesis [5], finding many differentially regulated genes associated with hypoxia and vasodilation. We also examined osteogenesis-related genes, including a detailed analysis of the Wnt and BMP pathways, and found that stimulation of woven bone formation both activates and attenuates various genes along these pathways. Finally, results demonstrated activation of bone remodeling pathways at days 1 and 3 following WBF loading.

An increase in inflammation is seen as the primary response after complete bone fracture [13], [14], [42], and our data, consistent with others [8], [12], indicate a similar response for stress fracture healing. In other studies, expression of the inflammatory factor IL-6 was highly upregulated after stress fracture formation (woven bone response) [8] but not after mechanical stimulation of lamellar bone formation [12]. Our results confirm that *Il6* is highly upregulated in woven, but not lamellar bone. Many cytokines, including *Ccl7* and *Cxcl13*, were upregulated in our study of woven bone and confirm previously published results [12]. Consistent with our single-bout loading results, inflammatory pathways were less up-regulated at later timepoints following both multiple-bouts of loading [12] or a single bout of loading [8] in other studies.

Most of the canonical pathways represented by the GeneGo maps focused on innate inflammatory responses and were in general upregulated. These pathways lead to transcription factors such as NF-κB, which regulates numerous pro-inflammatory responses including cytokines (Il1, Il6, TNF-alpha), chemokines (IL-8) and cell adhesion molecules (ICAM1, E-selectin). In general, a wide range of pro-inflammatory genes known to be targets of these pathways were activated in our data set, specifically cytokines. Proinflammatory cytokines such as IL-1, IL-6 and TNF-alpha have been shown to be secreted by macrophages and mesenchymal cells located in the periosteum after fracture, with expression peaking at day 1 [43]. While TNF-alpha was not differentially regulated in the microarray, *Il6* and both *Il1a* and *Il1b* were greatly upregulated 1 hr after loading, with expression values peaking between 18- and 53-fold, and declining toward normal by day 3 (2- to 5-fold). IL-6 and other pro-inflammatory cytokines serve as a central hub for other down-stream responses to tissue damage, including angiogenesis, ECM synthesis and chemotactic effects on other inflammatory cells [33]. Evidence of these pathways and more were seen in the microarray data. The overall regulation of NF-κB signaling during woven bone formation is complicated by the numerous autoregulatory feedback loops that attenuate the NF-κB response. Attenuation of the immune response was also occurring, as evidenced by increased *Socs1* expression. The inflammatory response during the early stages of woven bone formation requires further investigation.

Prior studies have reported an increase in vasculature [6] and in individual genes associated with angiogenesis [5], [7], [8] following woven, but not lamellar bone formation. In the microarray, genes both promoting and attenuating the angiogenic response were upregulated for woven bone. VEGF-A is considered crucial for angiogenesis and it was upregulated at all three timepoints in previous studies [5], [7], although the microarray showed no significant differential regulation of VEGF-A, or of its receptors. HIF signaling is central to angiogenesis-osteogenesis coupling in osteoblasts, particularly because of its regulation of VEGF [44], [45]. Interestingly, recent studies have shown that Vegf can be induced independently of Hif1a, by Ppargc1a [46], which was greatly downregulated for woven bone in the microarray. VEGF transcription is also promoted under hypoxia conditions by K-ras, as well as JunB and NF-κB. All three were upregulated for woven bone to some extent (1.5- to 6-fold). These findings suggest a more complex network of VEGF regulation that could be further investigated. Additionally, microarray findings also pointed to a number of anti-angiogenic genes that were activated. CXCL-10 in particular, it is thought to be involved in (or perhaps triggers) the involution of microvasculature, when angiogenesis stops or even regresses as the nutrient demand of the tissue decreases. Our results demonstrate a significant upregulation of *Cxcl10*, with expression peaking on day 3 for woven bone. This suggests that *Cxcl10* may be a key negative regulator of the angiogenic response. This and other anti-angiogenic factors brought to light by the microarray could be further examined during woven bone formation.

Also related to a vascular response, the microarray data indicated upregulation of prostaglandin signaling and vasodilation factors, such as *Ptgs2/Cox2*. This phenomenon has seen by others in fracture healing [47], stress fracture healing [8], and mouse tibial loading [19]. Following LBF loading there was a significant increase in *Cox2* expression only at day 1 (2-fold). There have been reports that *Cox2* expression is *not* required for lamellar bone formation in the ulna [48], [49]. Vasodilation is regulated to some extent by the biosynthesis and release of nitric oxide and prostaglandins, controlled by constitutive and inducible forms of nitric oxide synthase (NOS) and cyclooxygenase, respectively [50], [51]. The inducible isoforms are sensitive to inflammation, and osteocytes activated by fluid shear stress have been also shown to produce both prostaglandins and nitric oxide (NO) [33], both of which were highly upregulated for woven bone in our study. In contrast to our microarray results, which did not suggest a relationship between NO and lamellar bone formation, inhibition of NO was shown to decrease endocortical lamellar bone formation in the rat tibia [52]. These differences may be due to sensitivity of the microarray or to the skeletal site studied, as *Cox2* inhibition experiments in the rat have shown differences in lamellar bone formation between the tibia and ulna [49].

Mechanical stimulation, such as the loading done in this experiment, greatly influences bone formation [2], [4]. Similar to another microarray study on mouse tibiae [11], a number of bone-related genes were upregulated in our study. The canonical Wnt signaling pathway is central to bone remodeling and has been shown to be directly affected by mechanical loading through the suppression of sclerostin (*Sost*) in osteocytes [33]. *Sost* normally inhibits the Wnt-pathway, in particular through its interactions with LRP5 [23]. Therefore, a suppression of *Sost* would lead to an increase in osteogenesis. In our study, *Sost* expression was highly downregulated after WBF loading, consistent with the large amount of woven bone formed 7 days after loading [2], [5]. Pathways involving BMPs, specifically BMP-2 are critical for osteogenesis. TGF-β may initiate BMP synthesis, as well as having chemotactic, proliferative and matrix remodeling effects of its own [26]. Although we have seen increased expression in *Bmp2* for both woven and lamellar bone in past qRT-PCR experiments [5], [7], expression of *Bmp2* in the microarray was only evident for woven bone formation on day 1. In contrast, other BMP's in the microarray were downregulated at various timepoints. In agreement with our findings on BMPs, a microarray fracture study also found weak or no expression of common bone morphogens including BMP2, 4, 6 and 7 [14].

Bone remodeling is an important part of the damage-repair process. The tissue sample used for microarray analysis consisted of both new periosteal bone and original cortical bone. After WBF loading, there are large cracks and visible diffuse damage in the cortex [5]. Repair of the cracks in the cortex of the ulna begins with osteoclast activation [53]. Our upregulation of matrix remodeling genes for woven bone (including *Ctsk* and *Mmp13*) may be due to remodeling at sites of damaged matrix in the cortical bone. Alternatively, upregulation of *Mmp13* could be a result of osteoblast differentiation as increased expression was seen even after mild tibial loading in mice [11]. Promoters of MMP-13 are known to be upregulated by RUNX2 during osteoblast differentiation [54]. Our previous study demonstrated upregulation of *Runx2* during woven, but not lamellar bone formation [5].

One additional area to consider is the nervous system response to loading because of its role in fracture healing [15], [16] and recent work suggesting a possible role in bone formation at non-loaded sites [55]. Additional skeletal sites were not examined in this study, but a recent study demonstrated no evidence of bone remodeling in contra-lateral limbs [56]. Microarray data demonstrated a significant increase in nerve growth factor (NGF) in response to WBF loading, which was confirmed using qRT-PCR (Table 3). The response was upregulated as early as one hour after loading, but only for woven bone formation. Lamellar bone did not show any increase in NGF expression. Both multi-day loading [12] and our single-day loading inhibited various neurotransmitter transporters in the solute carrier family including *Scl4a1*, *Slc6a4* and *Scl25a11*.

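The precision of the lamellar vs. normal comparisons bounds what they could have shown. For the probe of median precision, the 95% confidence interval of the log2 fold change reached 0.46 to either side at 1 hr, 0.37 on day 1 and 0.39 on day 3. In simulated data with the layout of the lamellar and normal arrays at 1 hr, the test recovered 5.97% of probes changed by 0.5 on the log2 scale, 58.2% of those changed by 1 and 93.9% of those changed by 2. In this simulation a change of 0.5 was therefore missed for most probes at 1 hr; days 1 and 3 were not simulated, and the recovery also depends on how many probes change. The probes that were higher or lower in woven than lamellar at 1 timepoint were also examined as 6 sets in lamellar vs. normal at the other timepoints. The groups compared there share no array with those that selected a set, but a single fit with common chip and position terms gave both. The median log2 fold change of a set lay between -0.067 and 0.087. With the inter-gene correlation estimated from the data, no set moved as a whole by camera (lowest adjusted p = 0.83), and with a preset correlation of 0.01, 7 of the 12 tests passed, in mixed directions (lowest adjusted p = 0.0117). The lamellar day 3 array on chip 4 at position J enters the day 3 sets and the day 3 tests. Through the chip and position terms it also enters the other sets and tests. For the probes higher in woven on day 1, the median in lamellar vs. normal at 1 hr was -0.062 with this array and 0.008 without it. Without it, a fit chosen after the values were seen, 5 of the 12 tests passed at the preset correlation, none of them in lamellar vs. normal on day 3. The lowest adjusted p was then 1.01e-07, for the probes higher and those lower in woven on day 3, whose median log2 fold changes in lamellar vs. normal on day 1 were 0.063 and -0.085. With the estimated correlation no set passed (lowest adjusted p = 0.428). The tests at the preset correlation thus depended on 1 array.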

One unexpected result from our study was the lack of difference between LBF loading and normal ulnae (non-loaded controls) in the microarray data. Only 5 genes were differentially regulated 1 hr after loading. It is possible that our selected timepoints did not capture the most robust expression timeframe for lamellar bone. 

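All of the 6 probes that differed between lamellar and normal at 1 hr were higher in lamellar, with log2 fold changes from 0.97 to 1.78, standard errors from 0.16 to 0.34 and adjusted p from 0.00134 to 0.0236 (limma, 7 lamellar and 6 normal arrays). The same 6 probes were higher in woven than normal at 1 hr, with log2 fold changes from 1.25 to 4.52, and 5 of them were also higher in woven than lamellar. With 1 array of these groups left out in turn, 4 to 7 probes differed. Chips 1 and 4 held the lamellar 1 hr arrays, and chips 2 and 3 the normal arrays. Over 33 of the 35 arrays of the remaining groups, without the 2 arrays that lie apart from their groups, the median difference between these pairs of chips for the 6 probes was 0.03 on the log2 scale (range -0.19 to 0.16; 0.05 over all 35 arrays, chosen later), compared with a median lamellar-normal difference of 1.11. Of all 10395 probes, 95 differed between these pairs of chips over the 33 arrays, none of the 6 among them.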

Other studies have looked at timepoints including 4, 8, 12 hr after loading while our study looked only at 1 hr, 1 day and 3 days post loading. Our selected timepoints for expression analysis were based on prior studies and coincided with previously large changes in expression following woven bone formation in stress fracture healing. It is also possible that the number of cells responding to LBF loading is small compared to all the cells in the bone-plus-periosteum sample analyzed. Thus, changes in expression of these responsive cells may be diluted by the relatively larger number of non-responsive cells contributing to the RNA pool.

There are some other limitations to our study. First, with nearly 6000 genes differentially expressed at days 1 and 3 for woven bone, we were not able to complete a detailed analysis of most individual genes. To address this limitation we used commercially available software for microarray analysis. Powerful statistical packages, such as Partek Genomics Suite are available to manage the vast amount of data (over 22,000 genes) created from a single microarray. Furthermore, a variety of pathway analysis tools, such as GeneGo, which are constantly edited and updated to reflect current literature are a valuable resource to identify pathways and connections between genes both expected and unanticipated within the microarray results. Second, we limited our initial data mining to the GeneGo workflow, generating statistically significant maps from canonical pathways available in the GeneGo software. This bias was incorporated into our overview analysis which included the top ten canonical pathways and pathway map folder analyses. After examining relevant pathways in our data we created and studied networks generated from user input. Finally, differences in sensitivity between microarray and qRT-PCR were demonstrated in our data. While the fold change differences in expression were not identical, we saw the same general patterns of increasing or decreasing expression using the two methods.

A microarray is an extremely powerful tool that can be used to assess the expression of thousands of genes simultaneously. Using this assay, we were able to identify molecular responses that differed between woven and lamellar bone formation. Continued mining of this data and other publically available data sets will lead to a more complete and comprehensive overview of the molecular signaling events activated by mechanical loading. Our study provides a unique data set including an overview of the response of woven bone simultaneously compared to an *only* lamellar bone formation scenario so that responses unique to woven bone can be examined. A complete understanding of the molecular mechanisms that regulate bone formation in the adult skeleton will be informative for development of drugs or therapies to help promote bone formation in clinical settings.

In closing, the vast amount of data present in the microarray can be used to show how expression of genes is choreographed to promote the sequential steps in bone formation. An overview of the major responses associated with woven bone formation depict a strong early inflammatory response, followed by an increase in angiogenesis and upregulation of osteogenic genes, and finally an activation of bone remodeling gene expression (Figure 7). Validation of these pathways using select target genes (qRT-PCR) confirmed their differential expression in our study. Use of a whole genome microarray has allowed us to confirm some gene expression responses from our prior study [5] and has identified other genes and pathways that differ between woven and lamellar bone formation.

**Figure 7:**
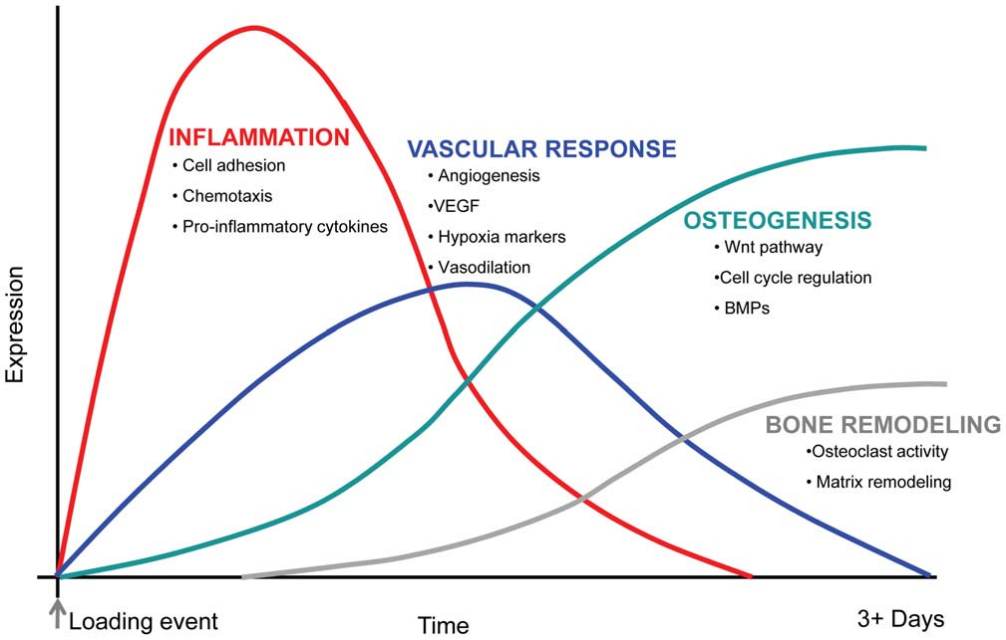
In combination with our previous report [**5**], we have created an overview of the early molecular response comparing woven to lamellar bone formation. There is an early immune response that persists through time but tends to decrease in expression. The vascular response is also a major component of woven bone formation and it precedes osteogenesis. Osteogenic indicators are differentially regulated shortly after loading, but seem to increase over time. Finally, bone remodeling markers are activated later, possibly to repair bone damage. Gene expression changes likely persist through many weeks after loading, but our data only includes early timepoints after loading.

## Supporting Information

Table S1 GeneGo map folder analysis of the number of differentially regulated genes (DEGs) at three timepoints (1 hr, day 1 and day 3).
(XLSX)

Table S2 Complete breakdown of individual map folders from GeneGo map folder analysis identifying the number of differentially regulated genes (DEGs) from Table S1.
(XLSX)

Table S3 Summary of genes referenced throughout the text (fold change between woven and lamellar bone formation); the list is a subset of DEGs from the microarray based on a combination of pathway analysis and literature reviews.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

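The study measured RNA from the central ulna and its periosteum of 48 rats on Illumina RatRef-12 arrays, with 1 array per rat. Conditions were taken from the labels of the arrays and gave 7 groups: normal (6 arrays), lamellar at 1 hr, day 1 and day 3 (7 arrays each), and woven at 1 hr (7 arrays), day 1 (8 arrays) and day 3 (6 arrays). Table 1 gives 7 woven rats for each timepoint, and the labels were followed. The labels also give the chip (4 chips) and the position on the chip (12 positions) of each array.

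The authors made the signal intensity values by image quantitation and by averaging the beads of each probe in BeadStudio, whose version the methods do not give. These values had been background subtracted, since 25.7% of them lie below 0. The detection p-value deposited beside each signal is BeadStudio's comparison of the probe with the negative control beads of its array. The deposited normalized intensity values were quantile normalized between arrays by the authors' core facility, on a linear scale without a floor, and 27.6% of them lie below 1. The rank correlation between the signal and the normalized intensity of an array was 1.0 for each array.

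From the signal intensities and detection p-values, log2 intensities were computed with limma 3.58.1 in R 4.3.3 (neqc: normexp background correction with the negative controls inferred from the detection p-values, an offset of 16 and quantile normalization between the 48 arrays). Probes with a detection p below 0.01 on at least 6 arrays were tested, 10395 of 22523. The methods speak of detection in all microarrays, which 6405 probes met; this reading was run as an alternative. For each probe a linear model with the 7 groups, chip and position as fixed terms was fitted to all 48 arrays (27 residual degrees of freedom), with empirical Bayes moderation of the variance. The 9 comparisons of Table 2 and 3 contrasts between timepoints of the woven-lamellar difference were tested two-sided, with the Benjamini-Hochberg adjustment within each comparison and a threshold of 0.05. Overlaps between lists were set beside the number that independent lists would share, the product of the list sizes divided by the number of probes tested. Sets of probes were tested with camera at a preset correlation of 0.01 and with an estimated correlation. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 read the values and drew the plots.

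The test was checked on simulated data in which 67 probes were changed by 0.5 on the log2 scale, 67 by 1 and 66 by 2. For woven vs. lamellar at 1 hr it recovered 20.9%, 88.1% and 93.9% of these probes, with 6 false calls among the unchanged probes. For lamellar vs. normal at 1 hr it recovered 5.97%, 58.2% and 93.9%, with 10 false calls among the unchanged probes. False calls are to be set against the number of calls, not against all probes.

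The alternatives set before the data were examined were the authors' normalized intensities floored at 1, an offset of 50, no normexp correction, detection on all 48 arrays, no filter, a model without position, without chip and position, or with chip as a random block (correlation 0.046), the methods' ANOVA without moderation, a fit of the compared groups alone, fits within a chip, and leaving out each array of the compared groups in turn. Chosen after the data were seen were a count of the woven day 1 array on chip 2 at position D with woven day 3, a fit without the lamellar day 3 array on chip 4 at position J, both together, a fit within chip 4, a test of probe sets and a count of detection without the latter array, and these groupings with the authors' normalized intensities, the methods' ANOVA and the 12036 probes detected on at least 1 array. For the contrasts between timepoints every alternative was added after the data were seen. Each comparison and contrast was also made on 100 divisions of its arrays into groups of the same sizes, the real one included.

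The probes to be named were to be genes that the paper names and the probes with the largest changes that have a gene name. The deposited files pair no probe with a gene. The planned results for gene lists, for the genes of Table S3 and for the comparison with qRT-PCR were therefore not run. Only the 2 probes with the largest estimated rise and the 2 with the largest estimated fall on day 1 are named by identifier. The fold changes of Table S3 were used in a search for the grouping of the arrays and for probes that are candidates for the printed genes, both described among the other observations. The qRT-PCR values were not used here. All 48 arrays were kept, including the lamellar day 3 array that lies apart from its group.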

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

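The tests on single arrays given here were chosen after the principal components had been seen, and the divisions of the arrays after the counts. In all, 28 groups of values (the number of detected probes, the median signal and the first 2 principal components in each of 7 groups) were examined for a sample far from the others. Chance alone would single out about 1.4 of them, and 4 were singled out.

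On the first principal component, the lamellar day 3 array on chip 4 at position J lay at 50.8, far from the other 6 lamellar day 3 arrays (-29.9 to -10.87). Its number of detected probes was 8926, within the range of the other 6 (8383 to 9585), which argues against poor array quality. The other lamellar day 3 array on chip 4 lay at -20.86, which argues against an effect of the chip. On an axis from the mean of the other lamellar day 3 arrays (-1) to the mean of the woven day 3 arrays (1), the array lay at 0.84, within the range of the woven day 3 arrays (0.66 to 1.24) and outside that of the other lamellar day 3 arrays (-1.19 to -0.66). This is what a woven sample under a lamellar label would give, and the same value would come from a lamellar-loaded rat that formed woven bone. No value in the files separates these candidate explanations. None of the woven day 3 arrays lay among the lamellar arrays, so that an exchange with one of them would have left a trace that is not seen. The array was kept in the comparisons; without it 5507 probes differed between woven and lamellar on day 3, compared with 4796 with it. The methods exclude 1 lamellar day 3 array as an outlier of the principal components without naming it.

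On the second principal component, the woven day 1 array on chip 2 at position D lay at -20.13, apart from the other 7 woven day 1 arrays (14.26 to 31.94). Its number of detected probes was 9367, within the range of the other 7 (8678 to 9862), which argues against poor array quality. The other woven day 1 array on chip 2 lay at 23.86, which argues against an effect of the chip. On an axis from the mean of the other woven day 1 arrays (-1) to the mean of the woven day 3 arrays (1), the array lay at 0.82, within the range of the woven day 3 arrays (0.56 to 1.16). A candidate explanation is that the sample came from a woven rat of day 3; the labels give 8 woven arrays on day 1 and 6 on day 3, where Table 1 gives 7 and 7. A rat of day 1 whose response ran ahead of its group would give the same place. Against it stands the search of Table S3 given under the other observations, where 40 of 67 genes were met with this array counted with woven day 3, 4 with it as labelled and at most 10 with any other woven day 1 array moved or left out. This holds if the study itself grouped the array by the timepoint of its rat, which the files do not show.

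The normal array on chip 2 at position L had 9521 detected probes, where the other 5 normal arrays had 8819 to 9048, and lay at -13.37 on the second principal component, where the others lay between -6.4 and -3.94. No explanation was tested for this array.

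The woven-lamellar difference changed between timepoints, which was tested as a contrast in limma. It differed between 1 hr and day 1 for 3685 of 10395 probes (1977 upwards and 1708 downwards). The woven arrays and the lamellar arrays were divided between these 2 timepoints in 100 ways, the real one included. Of these divisions, 1 gave as many probes, and the highest other count was 8. Between day 1 and day 3 the woven-lamellar difference changed for 316 probes, where 1 of 100 divisions gave as many and the highest other count was 5. Between 1 hr and day 3 it differed for 2880 probes, where 3 of 100 divisions gave as many and the highest other count was 4554. Both of the other divisions that gave as many moved the lamellar day 3 array on chip 4 at position J to the lamellar 1 hr group. Taken alone, each of these shares is under 0.05. Each is 1 of 12 such shares, however, all examined after the counts were seen. A share of 1 in 100 is the lowest that 100 divisions can give, so that these shares cannot exclude chance for the 12 together.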

How the results depend on the processing

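The alternatives for the 9 comparisons and for the overlaps were set before the data were examined, apart from those that regroup or leave out the 2 arrays that lie apart; for the contrasts between timepoints all alternatives were added after the data were seen. A count is taken as unchanged here when it is within 1.5 times the reported one. Causes of changes were not tested.

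Under the 10 settings that change the normalization, the offset, the filter, the model or the groups fitted, woven and lamellar differed in 4196 to 6748 probes on day 1 and 3258 to 6093 on day 3, and woven and normal in 531 to 918 probes at 1 hr, 3917 to 6542 on day 1 and 3027 to 6556 on day 3, in each case within 1.5 times the reported count. Under these settings 0 probes differed between lamellar and normal on day 1 and on day 3.

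The counts at 1 hr and the overlaps with 1 hr changed with the terms of the model. In a model with chip but not position, 656 probes differed between woven and lamellar at 1 hr, 17 between lamellar and normal at 1 hr, and 312 between woven and lamellar at all 3 timepoints. With neither chip nor position these counts were 650, 47 and 267, and with chip as a random block 662, 34 and 277. The probes called at 1 hr and day 1 only (96 reported), 1 hr and day 3 only (20) and 1 hr alone (72) numbered 161, 48 and 135 with chip but not position, 166, 85 and 132 with neither, and 172, 73 and 140 with chip as a random block. Those called on day 3 alone (797 reported) numbered 1244 with neither and 1197 with chip as a random block. A fit of the lamellar 1 hr and normal arrays alone gave 20 probes. With detection on all 48 arrays, where 6405 probes were tested, 178 probes differed between woven and lamellar at 1 hr, and 49 were called at 1 hr and day 1 only, 40 at 1 hr alone, 1379 on day 1 alone and 476 on day 3 alone.

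Within single chips, where fewer arrays are compared, woven and lamellar differed in 117 (chip 1) and 74 (chip 4) probes at 1 hr, 0 (chip 2) on day 1, and 2739 (chip 1) and 0 (chip 4) on day 3. Without the lamellar array at position J, a fit chosen after the values were seen, 2201 probes differed within chip 4. In these fits, apart from chip 1 at 1 hr and chip 4 on day 3 with 4 arrays, one group has 1 array and is assumed to vary like the other. Woven and normal differed in 365 probes at 1 hr within chip 2, and lamellar and normal in 76 probes on day 1 within chip 3, where 1 normal array is assumed to vary like the 3 lamellar arrays.

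The change of the woven-lamellar difference from day 1 to day 3 (316 probes) changed by more than 1.5 times under 11 of 14 settings. It was 162 with the authors' normalized intensities, 159 without the normexp correction, 205 without a filter, 774 without position, 972 with neither chip nor position and 936 with chip as a random block. With the woven day 1 array on chip 2 at position D counted with woven day 3 it was 1063, without the lamellar day 3 array on chip 4 at position J 851, and with both 1459. With the authors' normalized intensities, the methods' ANOVA and the probes detected on at least 1 array it was 868 with the first of these changes and 1296 with both. The change from 1 hr to day 3 (2880 probes) was 4809 with neither chip nor position and 4639 with chip as a random block.

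With both changes to the 2 arrays, 12 probes differed between lamellar and normal at 1 hr, and 189 were called in woven vs. lamellar at all 3 timepoints, 41 at 1 hr and day 3 only and 1467 on day 3 alone. Without the lamellar array alone, 1255 were called on day 3 alone. With the authors' normalized intensities, the methods' ANOVA and detection on at least 1 array, both changes gave 185, 45 and 1722 for these 3 overlaps, and the regrouped woven array alone gave 1266 for day 3 alone.

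Leaving out each array of the compared groups in turn, woven and lamellar differed in 228 to 322 probes at 1 hr, 5621 to 6173 on day 1 and 4007 to 5507 on day 3. Woven and normal differed in 318 to 707, 5123 to 5695 and 3755 to 4604 probes, and lamellar and normal in 4 to 7, 0 and 0. For woven vs. normal at 1 hr, the count was 318 without the woven array on chip 2 at position K and 406 without the woven array on chip 4 at position I.

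The 4 probes named for day 1 kept their direction under every setting run for them, and their side of the threshold under all but the fit within chip 2. Fits without array J were not run for them. The number of arrays and the signal over background limit the precision: 10487 of 22523 probes were detected on no array. The alternatives for gene lists, named genes and qRT-PCR were not run, as the files pair no probe with a gene.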

Differences from the paper's values

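The paper's methods leave out 1 lamellar day 3 array without naming it, whereas the counts reported here keep all 48 arrays. The sets of arrays behind the counts compared in this part are therefore not alike. The paper reports 183 genes that differed between woven and lamellar at all 3 timepoints, at a false discovery rate of 0.05. Here 105 probes were found at the same rate. Of the alternatives set before the data were examined, the model with neither chip nor position (267) lay within 1.5 times the paper's value. The others did not: 115 with the authors' normalized intensities, 100 with an offset of 50, 115 without the normexp correction, 75 with detection on all 48 arrays, 81 without a filter, 312 without position, 277 with chip as a random block and 101 with the methods' ANOVA. Of the settings chosen after the values were seen, the count was 140 with the woven day 1 array on chip 2 at position D counted with woven day 3, 147 without the lamellar day 3 array on chip 4 at position J and 189 with both changes. With the authors' normalized intensities, the methods' ANOVA and the probes detected on at least 1 array, a setting also chosen after the values were seen, it was 147 with the first change and 185 with both. How many of the paper's genes these settings call cannot be counted, as the files pair no probe with a gene.

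For 1 hr and day 3 without day 1, the paper reports 45 genes and 20 probes were found here, again with all 48 arrays kept. Of the alternatives set before the data were examined, the model with chip but not position (48) lay within 1.5 times the paper's value. The others did not: 21 with the authors' normalized intensities, 19 with an offset of 50, 21 without the normexp correction, 14 with detection on all 48 arrays, 15 without a filter, 85 with neither chip nor position, 73 with chip as a random block and 19 with the methods' ANOVA. Of the settings chosen after the values were seen, it was 26 with the woven day 1 array on chip 2 at position D counted with woven day 3, 29 without the lamellar day 3 array on chip 4 at position J and 41 with both changes. With the authors' normalized intensities, the methods' ANOVA and detection on at least 1 array it was 28 with the first change and 45 with both.

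The paper's other counts lay within 1.5 times those found here. For woven vs. lamellar the paper reports 395, 5883 and 5974 genes at 1 hr, day 1 and day 3, and 293, 6225 and 4796 probes were found. For woven vs. normal the paper reports 749, 5869 and 4916, and 655, 5705 and 4388 were found. For lamellar vs. normal the paper reports 5 genes at 1 hr, and 6 probes were found. For day 1 and day 3 without 1 hr the paper reports 4069, and 3874 were found; for 1 hr and day 1 without day 3 it reports 90, and 96 were found.

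Table 1 of the paper gives 7 woven rats on day 1 and 7 on day 3. The labels of the arrays give 8 and 6.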

Other observations

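Apart from the test of the chip layout, whose bound was set before its result was seen, the tests in this part were chosen after the values were seen.

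The 9 comparisons were repeated on 100 divisions of their arrays into groups of the same sizes, the real one included. For woven vs. lamellar, 1 of 100 divisions gave as many probes as the real one at 1 hr (293, highest other 42), 1 on day 1 (6225, highest other 5698) and 2 on day 3 (4796, highest other 4985). For woven vs. normal, 1 of 100 gave as many at 1 hr (655, highest other 54), on day 1 (5705, highest other 3948) and on day 3 (4388, highest other 3213). For lamellar vs. normal at 1 hr, 2 of 100 gave as many (6, highest other 8). By these shares, each taken alone, chance can be excluded for the woven counts. A share of 1 in 100 is the lowest that 100 divisions can give. For the 2 counts with a share of 2 in 100, 1 other division gave more probes than the real one. The lamellar 1 hr and normal groups share no chip, whereas their other divisions mix chips. The divisions therefore cannot exclude chance for lamellar vs. normal at 1 hr. For lamellar vs. normal with 0 probes called, 100 of 100 divisions gave as many on day 1 (highest other 0) and on day 3 (highest other 1). Any division gives at least 0 probes, so that these 2 values are fixed beforehand and test nothing. Groups of unequal size have near mirror images among their divisions: the highest other division for woven vs. lamellar exchanged 14 of the 15 arrays on day 1 and 10 of the 13 arrays on day 3, and in the latter the lamellar array on chip 4 at position J stood with 5 woven arrays.

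The 6 probes that were higher in lamellar than normal at 1 hr were compared between chips, since the lamellar 1 hr arrays were on chips 1 and 4 and the normal arrays on chips 2 and 3. Within the remaining groups, the median difference between these pairs of chips over the 6 probes was 0.03 on the log2 scale, with a highest standard error of 0.15, and none of the 6 was among the 95 probes of all 10395 that differed between these pairs of chips. The median of 0.03 is far below their median lamellar-normal difference of 1.11, which argues against the chip layout as the source. All 6 were also higher in woven than normal at 1 hr. This may reflect a response to loading that both protocols share; the normal arrays are common to both comparisons, which favours such an overlap.

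The fold changes of Table S3 were searched for the grouping of the arrays behind them. For each of 136 groupings (each woven day 1 array, or none, counted with woven day 3 or left out, and each lamellar day 3 array, or none, left out), a linear model with the groups, chip and position was fitted to the authors' normalized intensities (floored at 1, log2) of the 10395 probes. A gene was taken as met when a probe had all of its printed woven-lamellar fold changes within 0.006 on the log2 scale. Of 118 genes in the table, 67 have at least 2 printed fold changes. With the arrays grouped by their labels 4 of the 67 were met, and with the woven day 1 array on chip 2 at position D counted with woven day 3, 40 were met. With any other woven day 1 array moved or left out at most 10 were met. With the same array moved and a lamellar day 3 array left out, at most 15 were met. When the array left out was that on chip 4 at position J, 5 were met. In 100 decoy sets with the printed fold changes shuffled between genes, 1.6 genes were met on average and at most 5. A candidate explanation is that the study counted this array with woven day 3 and that the fold changes of Table S3 include all 7 lamellar day 3 arrays. The paper's counts do not settle the treatment of the lamellar array. With the woven array so counted, and the methods' ANOVA on the authors' normalized intensities and the probes detected on at least 1 array, the 3 woven vs. normal counts lay within 0.9% of the paper's when the array on chip 4 at position J was kept and up to 13.5% away when it was left out, whereas the 7 woven vs. lamellar counts and overlaps lay up to 37.8% away when it was kept and within 2.2% when it was left out. With the arrays otherwise as labelled and the normalization and model used for the reported counts, the woven vs. normal counts lay up to 12.6% away when it was kept and within 2.2% when it was left out, so that they decide nothing about this array. These settings were chosen among many after the values were seen.

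Many treatments of the floor and the log were tried. With intensities floored at 1 and 1 added before the log, 25 genes were met. With intensities floored at 0 and 0.1 added, kept because it met more, 42 genes were met (2.0 on average and at most 6 in the decoy sets), 38 of them by a single probe and 4 by more than 1. The 38 probes are candidates for the printed genes, which the deposited files do not pair with probes, and a few chance meets are to be allowed for. Of the 18 genes with 3 printed fold changes 10 were met, and none in the decoy sets. The woven-lamellar fold changes of the 38 probes are those of the table by selection and are no independent evidence. Lamellar-normal fold changes did not enter the selection, though the lamellar arrays are common to both. None of the 38 probes differed between lamellar and normal at any timepoint (lowest adjusted p = 0.626 from limma at 1 hr). Of all 10395 probes, only 6 differed at 1 hr and 0 on day 1 and on day 3. The lack of a call therefore shows nothing particular about the 38. Their largest log2 fold change in either direction was 1.11 at 1 hr. On day 1 it was -1.8 (standard error 0.45) and on day 3 -1.33 (standard error 0.47), both lower in lamellar. Both belong to the probe that meets the values printed for Mmp13. The paper's qRT-PCR also gave lower Mmp13 in lamellar than normal on these 2 days. As the probe is only a candidate for this gene, the 2 were not compared further. The probe that meets the values printed for Junb had a lamellar-normal log2 fold change of 1.11 at 1 hr, that for Myc 0.91, that for Cebpb 0.74, that for Tlr2 -0.09, that for Il1b -0.20 and that for Ptgs2 0.18, each without a call. ILMN_1366023, one of the 4 probes named for day 1, is the probe that meets the values printed for Ccl7. Against normal, 18 of the 38 probes differed in woven at 1 hr (16 higher and 2 lower), 35 on day 1 (23 higher and 12 lower) and 28 on day 3 (18 higher and 10 lower), where 6.3%, 54.9% and 42.2% of all 10395 probes differed. The woven arrays entered the selection of the 38 probes, from a table of genes called in woven, so that these counts are no independent evidence either.

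The paper's counts for woven vs. lamellar on day 1 and day 3 and their overlap imply 7605 genes called on at least 1 of these days. The number of probes with a detection p below 0.01 on all 48 arrays was 6405.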
